A study of Mus musculus with 16 samples. Its data were reported in "FGF23 directly inhibits osteoprogenitor differentiation in Dmp1-knockout mice" (2023).

How the data were processed

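Gene expression was measured by bulk RNA sequencing in 16 libraries from cultured mouse bone marrow stromal cells, the adherent marrow cells that form bone nodules in osteogenic medium. The cells were kept for 21 days with 10 mM beta-glycerophosphate and 50 µg/ml ascorbic acid, and each of 4 genotypes gave 4 libraries. Wild-type (WT) cells were set against cells lacking Dmp1 in the whole animal (Dmp1KO), cells with Fgf23 deleted through a Dmp1-driven Cre recombinase that is active in osteocytes (Fgf23cKO), and cells with both changes (Dmp1KO/Fgf23cKO). Groups were taken from the sample labels. Replicate numbers follow the order in which the samples are listed and pair no samples. The labels do not say that the 4 libraries of a genotype came from separate animals or cultures, and the study gives fewer mice per genotype than there are libraries, so libraries may share an animal. The p-values therefore measure the spread between these libraries, which may in part be technical.

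Total RNA libraries were made by the authors with the TruSeq kit and sequenced as 50 bp paired reads on a NovaSeq 6000. Reads were mapped to the mouse transcriptome and genome (mm10) and filtered in StrandNGS, whose version, gene annotation and use of strand are not given in the sources used here. The authors deposited expected counts per gene (totals are given in M, with the SI prefix mega), with fractions of reads in 33.4% of the count values, for 45796 genes, of which 23613 were at 0 in all libraries. The authors also deposited log2 values, made with DESeq size factors, a floor of 1 read and subtraction of each gene's median over the 16 libraries. These were rebuilt from the counts to within 2.5e-06, with size factors of 0.794 to 1.147. A further deposited table gives the authors' log2 fold changes and unadjusted p-values of each mutant against WT from a moderated test on those values, and 2 gene sets with corrected p-values. A count that is split between near-identical genes depends on how StrandNGS assigned reads, so values of Bglap and Bglap2, Mt2, Hist4h4, Hba-a1 and Zfp984 are uncertain. A gene and an antisense partner cannot be told apart where strand was not used.

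The expected counts were rounded to whole numbers and tested with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, robust dispersion) in R 4.3.3. The design fixed before the data were examined named limma on log2 values if the counts were not whole, but the deposited values are expected counts, for which rounding and edgeR were used. The filterByExpr function (minimum count 10, minimum total 15) kept 16430 genes. All 16 libraries entered 1 fit with a mean per genotype, and 5 contrasts were taken, namely each mutant against WT, Dmp1KO/Fgf23cKO against Dmp1KO, and the interaction, which is the change on Fgf23 deletion in Dmp1KO cells minus that in Dmp1-intact cells. Adjusted p-values of genes are Benjamini-Hochberg values over the 16430 genes from that test, and a gene was called at an adjusted p under 0.05. Fold changes are given with the SE of the log2 value, and levels as CPM (counts scaled by the TMM-adjusted library total) with the SD over n = 4 libraries. Positions are from the GRCm38.p6 annotation table (the mm10 assembly) and span the whole gene. Gene rows were matched to it by Entrez ID for 44557 genes, and 26 symbols stored as dates were repaired through the same ID.

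Lists of genes were fixed beforehand, 30 in all. Camera (limma 3.58.1, preset correlation 0.01) tested 28 of them in the 5 contrasts, giving 140 tests, with Benjamini-Hochberg adjustment within each contrast. Camera compares a list with all other genes. The same test with an estimated correlation between members, and fry, were run as alternatives, and fry asks only whether the members of a list move on balance one way. The sex chromosome list was used as counts per library. The mitochondrially encoded list is not analysed here. The named genes were chosen by a rule: Dmp1 and Fgf23, the 10 largest called changes in each direction with a mean of at least 5 CPM over the 16 libraries, a named symbol (predicted genes, clone names, ribosomal protein genes, mitochondrially encoded genes and pseudogenes left out) and no overlap between the libraries of both groups, up to 4 called members per list with the smallest adjusted p, and 12 bone genes reported whether they passed or not. Duplicate libraries were looked for with a chi-square of each pair of replicates, and no pair came near sampling noise, the lowest mean per gene being 26.55.

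Gene sets modelled on those of the study were built from these tests. The FGF23 pattern holds genes called in Dmp1KO and in neither other mutant, and the DMP1 pattern holds genes called in Dmp1KO and in Dmp1KO/Fgf23cKO in one direction and not in Fgf23cKO, where the need for one direction and the exclusion of Fgf23cKO calls were chosen here. Each was counted at an adjusted p under 0.05 and at an unadjusted p under 0.1. The share of the Dmp1KO change left in Dmp1KO/Fgf23cKO was measured by choosing genes with 2 Dmp1KO and 2 WT libraries and measuring them with the others, over 36 choices. Each library was also placed between the WT mean (0) and the Dmp1KO mean (1) over genes and means that never included that library. Overlaps between comparisons that share WT were set beside 20 simulations of unchanged groups, the overlap of independent lists, and 6 splits of the WT libraries. Alternatives were DESeq2 1.42.0, its size factors in edgeR, no count filter, a minimum count of 50, limma on the authors' log2 values, Holm adjustment, fits with only the groups compared, each library left out in turn, and, added after seeing the data, each pair of Dmp1KO/Fgf23cKO libraries left out and removal of each library's trend with transcript length and GC content. In simulated Dmp1KO and WT libraries (16209 genes tested), the test found 37.3% of 67, 60.6% of 66 and 80% of 65 genes changed 1.5, 2 and 4 fold, with 4 false calls. In a second simulation of the same comparison over 16430 genes, 4000 genes each kept a share of 0.5 of their change in the compound mutant. The share came back as 0.502, and 1062 genes fell into the FGF23 pattern. That count is over all genes tested in the simulation, which also held a changed list of 19 genes. Membership alone therefore does not show a loss of the change.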

Results

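RNA was sequenced as 16 libraries from osteogenic cultures of mouse bone marrow stromal cells, 4 libraries each for WT, Fgf23cKO, Dmp1KO and Dmp1KO/Fgf23cKO. Dmp1 encodes dentin matrix protein 1, an acidic phosphoprotein of bone matrix, and Fgf23 encodes fibroblast growth factor 23, the osteocyte hormone that lowers blood phosphate. The design asks which of the gene changes in Dmp1KO cells depend on FGF23 and which do not. Expected counts summed to between 61.9 M and 79.5 M per library, and 16430 genes had enough counts to be tested. Y-linked transcripts were present in each library, with Ddx3y at 4919 to 8834 counts, whereas Xist ranged from 2 to 54 counts.

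The targeted genes followed the labels. Fgf23 (Entrez 64654, chromosome 6, 127072902 to 127082296) stood at 0.817 ± 0.189 CPM in WT cells (SD, n = 4), 0.0306 ± 0.0209 CPM in Fgf23cKO, 3.69 ± 1.88 CPM in Dmp1KO and 0.0611 ± 0.0302 CPM in Dmp1KO/Fgf23cKO. It rose 4.51-fold (log2 2.17 ± 0.39 SE, adjusted p = 0.000965) in Dmp1KO against WT and fell in both genotypes with the Fgf23 deletion, to 0.0392 of WT in Fgf23cKO (log2 -4.67 ± 0.52 SE, adjusted p = 0.000208) and 0.0771 of WT in Dmp1KO/Fgf23cKO (log2 -3.70 ± 0.47 SE, adjusted p = 0.000313). The 4 values in Dmp1KO were 6.19, 3.51, 1.63 and 3.42 CPM, those in WT 0.633, 0.773, 0.779 and 1.08 CPM, those in Fgf23cKO 0.0128, 0.0405, 0.0139 and 0.0554 CPM and those in Dmp1KO/Fgf23cKO 0.0478, 0.0996, 0.029 and 0.0681 CPM. Dmp1 (Entrez 13406, chromosome 5, 104197575 to 104214102) fell from 504 ± 207 CPM in WT to 94.3 ± 12.9 CPM in Dmp1KO (log2 -2.42 ± 0.37 SE, adjusted p = 0.000457) and 68.3 ± 30 CPM in Dmp1KO/Fgf23cKO (log2 -2.88 ± 0.38 SE, adjusted p = 0.000484). Its level in Fgf23cKO was 1090 ± 408 CPM, and the difference from WT missed the threshold (log2 1.11 ± 0.36 SE, adjusted p = 0.0579), which it passed with DESeq2, without WT 1 or without Fgf23cKO 1. The 4 values of Dmp1 were 784, 368, 329 and 536 CPM in WT, 529, 1048, 1386 and 1396 CPM in Fgf23cKO, 108.5, 82.99 and 83.92 CPM in Dmp1KO 1 to 3 with Dmp1KO 4 inside their range, and 41.2, 43.5, 92.6 and 95.9 CPM in Dmp1KO/Fgf23cKO. There is 1 count per gene, so reads over the deleted part of Dmp1 could not be separated from reads over the rest of the locus.

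**Figure D1:**
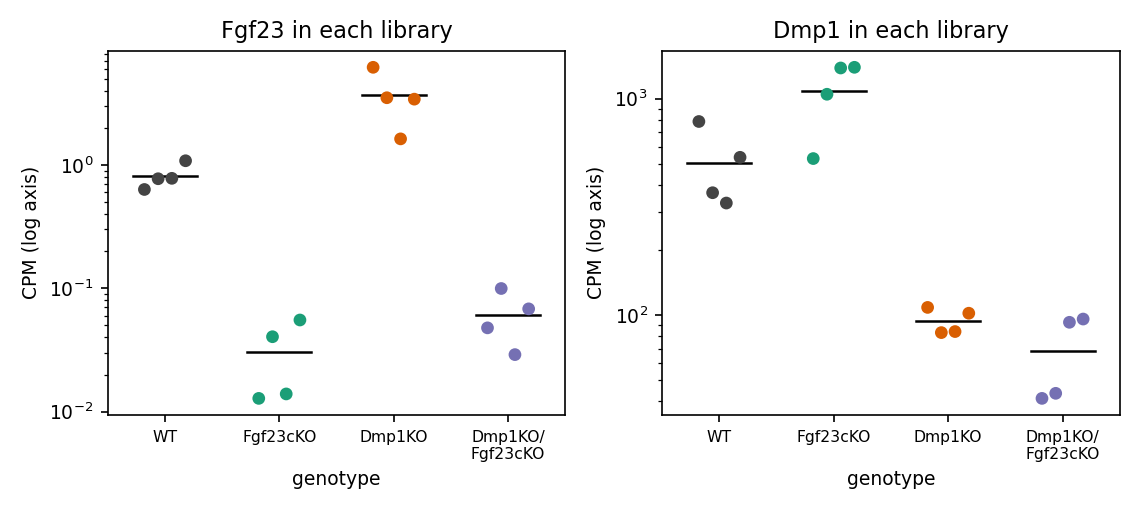
CPM of Fgf23 and Dmp1 in each of the 16 libraries on a log axis, grouped by genotype, with a bar at the mean of 4. Fgf23 lies at or below 0.0996 CPM in every library with the Fgf23 deletion, and Dmp1 at or below 109 CPM in every library without intact Dmp1.

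The genotypes separated over all tested genes, except that the Dmp1KO/Fgf23cKO libraries did not lie together. On the scale from the WT mean to the Dmp1KO mean, WT libraries 1 to 4 stood at 0.188, 0.0454, 0.0589 and 0.0488, Fgf23cKO libraries at 0.356, 0.277, 0.307 and 0.398, Dmp1KO libraries at 0.735, 0.972, 0.943 and 0.877 and Dmp1KO/Fgf23cKO libraries at 0.253, 0.215, 1.06 and 0.974. The first principal component held 38.19% of the variance and placed Dmp1KO/Fgf23cKO libraries 1 to 4 at -30.01, -36.85, 70.8 and 58.92, with WT between -47.96 and -31.04 and Dmp1KO between 38.79 and 57.81. Fgf23 and Dmp1 were low in all 4 of them. The mean of this group therefore covers libraries that differ widely in bone genes. Bglap (osteocalcin, a bone matrix protein) read 189, 120, 1283 and 671 CPM in Dmp1KO/Fgf23cKO libraries 1 to 4, and Col1a1 (the main chain of type I collagen) 31940, 25570, 125600 and 90710 CPM. Fn1 (fibronectin) read 8278, 12430, 3799 and 4177 CPM and Cxcl12 (a chemokine of stromal progenitors) 508, 148, 67.2 and 60.8 CPM. Cox4i1, a subunit of cytochrome c oxidase, differed little between them, at 131 ± 5.33 CPM.

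**Figure D2:**
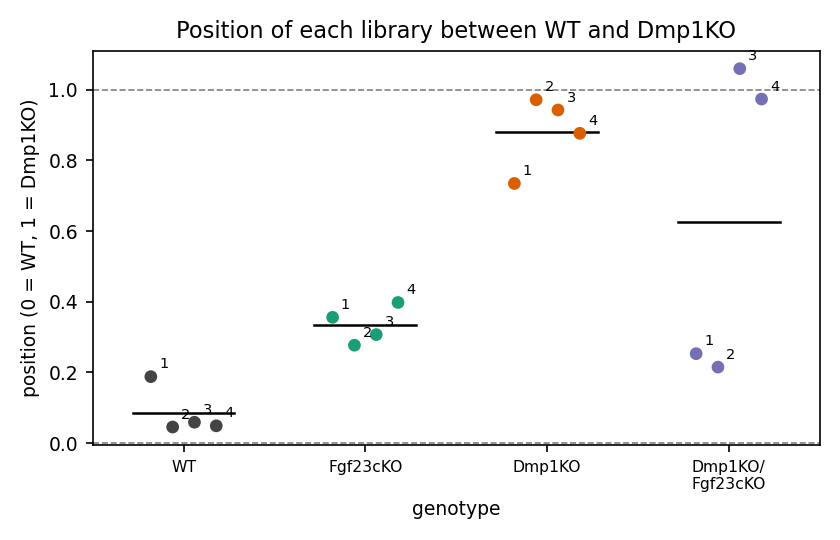
Position of each of the 16 libraries between the WT mean (0) and the Dmp1KO mean (1), by genotype, with replicate numbers. Dmp1KO/Fgf23cKO libraries lie at 0.253, 0.215, 1.06 and 0.974, whereas the Fgf23cKO libraries lie between 0.277 and 0.398.

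**Figure D3:**
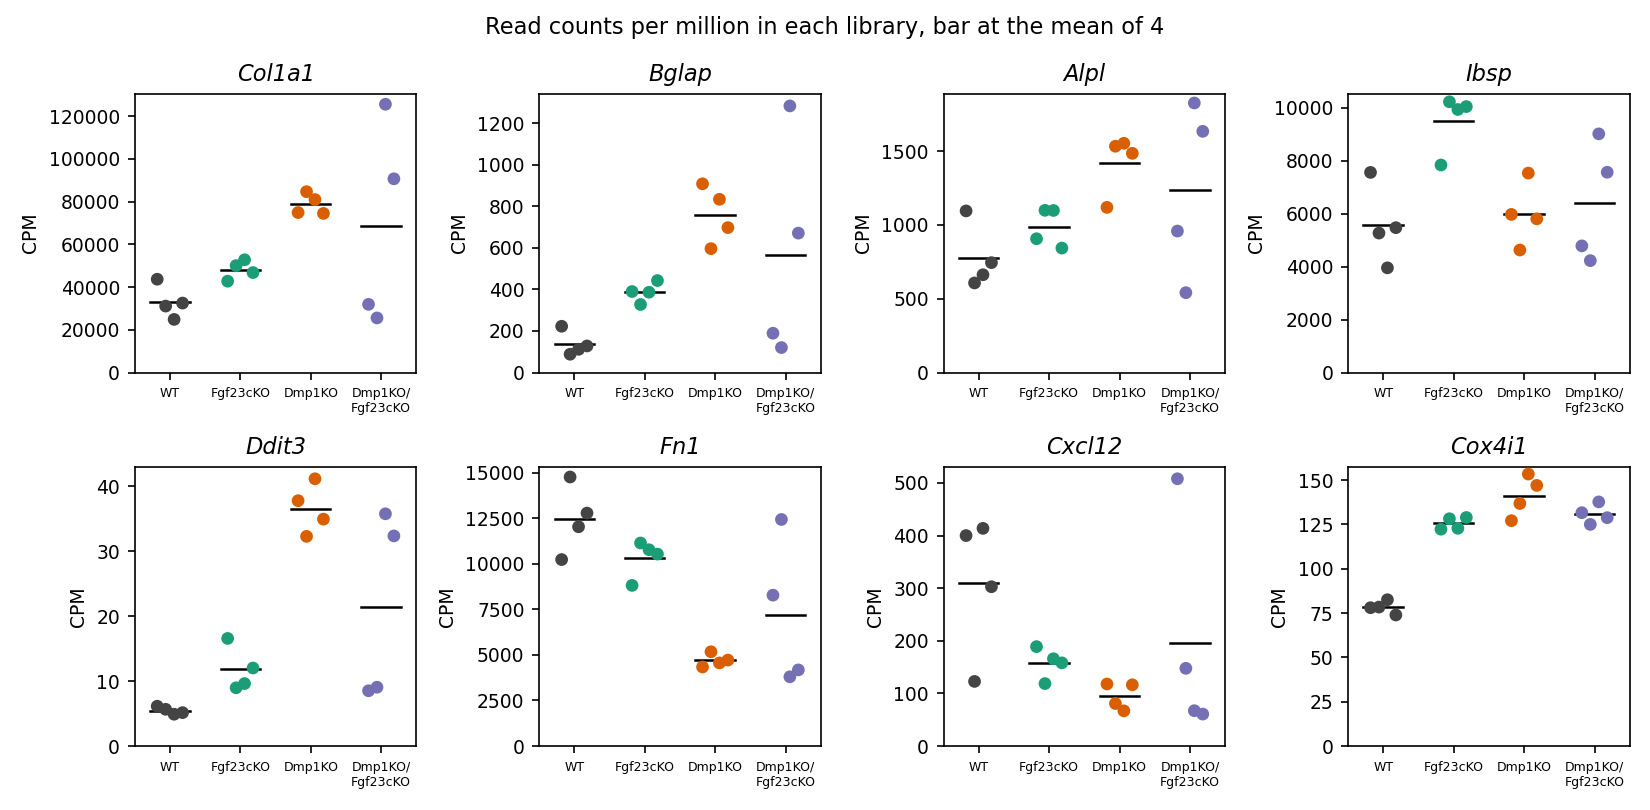
CPM of Col1a1, Bglap, Alpl, Ibsp, Ddit3, Fn1, Cxcl12 and Cox4i1 in each library, by genotype. Col1a1 reads 31940, 25570, 125600 and 90710 CPM in Dmp1KO/Fgf23cKO libraries 1 to 4.

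Dmp1KO cells carried more transcripts of bone matrix and mineralization genes than WT cells. Bglap (Entrez 12096, chromosome 3, 88383495 to 88384466) rose 5.51-fold (log2 2.46 ± 0.56 SE, adjusted p = 0.00526), from 138 ± 59.1 to 759 ± 139 CPM (SD, n = 4), and its near-identical copy Bglap2 rose 4.21-fold, so the share of each is uncertain. Col1a1 (Entrez 12842, chromosome 11, 94936224 to 94953042) rose 2.38-fold (log2 1.25 ± 0.39 SE, adjusted p = 0.0221), Sp7 (osterix, the transcription factor that commits cells to the osteoblast) 1.8-fold (log2 0.85 ± 0.27 SE, adjusted p = 0.027), and Alpl (alkaline phosphatase, which frees phosphate for mineral; Entrez 11647, chromosome 4, 137741731 to 137796384) 1.83-fold (log2 0.87 ± 0.30 SE, adjusted p = 0.0343). Phospho1, the phosphatase of matrix vesicles, rose 3.67-fold (adjusted p = 0.0149), the homeobox gene Dlx3 2.91-fold (adjusted p = 0.00545) and the osteocyte gene Ptprz1, a receptor phosphatase, 5.42-fold (adjusted p = 0.0157). The osteoblast list had 12 of 19 tested members higher and 0 lower (13 and 0 adjusted over the list alone), with a median log2 change of 0.87 (camera adjusted p = 0.000894, adjusted p = 0.754 with an estimated correlation). Ibsp (bone sialoprotein), Spp1 (osteopontin), Mepe and Sost, later matrix and osteocyte genes, differed by log2 0.11 ± 0.24, 0.32 ± 0.28, 0.38 ± 0.42 and 0.092 ± 1.37 and did not pass. Runx2 (log2 0.47 ± 0.20 SE, adjusted p = 0.0743) and Phex, the endopeptidase whose loss raises FGF23 (log2 1.56 ± 0.60 SE, adjusted p = 0.0563), did not pass either, though the 4 Dmp1KO libraries lay above the 4 WT libraries for both. The osteocyte list had 2 of 12 tested members higher and 1 lower (2 and 1 adjusted over the list alone) (camera adjusted p = 0.433). Errors in this comparison come from the fit of all 16 libraries, whose spread includes that of the divided Dmp1KO/Fgf23cKO libraries. The authors' moderated test gave unadjusted p of 0.00114 for Sp7, 0.0046 for Alpl and 0.000186 for Col1a1. The call of Sp7 ended without WT 2, WT 3, WT 4, Dmp1KO 2 or Dmp1KO 3 (adjusted p up to 0.0738), that of Alpl without WT 2, WT 3, WT 4, Dmp1KO 2, Dmp1KO 3 or Dmp1KO 4 (adjusted p up to 0.0921) and that of Col1a1 without WT 2, WT 3 or WT 4 (adjusted p up to 0.0638).

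Genes of the unfolded protein response and of energy metabolism were also higher in Dmp1KO. Ddit3 (CHOP, a transcription factor of prolonged endoplasmic reticulum stress; Entrez 13198, chromosome 10, 127290793 to 127296291) rose 6.69-fold (log2 2.74 ± 0.41 SE, adjusted p = 0.000382), from 5.46 ± 0.549 to 36.5 ± 3.81 CPM. Its partners under such stress, Trib3, a pseudokinase, and Chac1, which degrades glutathione, rose 26.3-fold (adjusted p = 0.002) and 9.89-fold (adjusted p = 0.00321), and the chaperone Hspa5 rose 1.74-fold (adjusted p = 0.000191). The list had 15 of 19 tested members higher and 0 lower (16 and 0 adjusted over the list alone) and a median log2 change of 0.40 (camera adjusted p = 5.62e-07, adjusted p = 0.719 with an estimated correlation). Cytochrome c oxidase subunits Cox4i1 (Entrez 12857, chromosome 8, 120668225 to 120674209) and Cox6c rose 1.8-fold (log2 0.85 ± 0.064 SE, adjusted p = 5.84e-06) and 2.43-fold (log2 1.28 ± 0.16 SE, adjusted p = 8.86e-05), and the oxidative phosphorylation list had 15 of 20 tested members higher and 0 lower (18 and 0 adjusted over the list alone) with a median of 0.30 (camera adjusted p = 3.18e-07, adjusted p = 0.719 with an estimated correlation). Vegfa, the hypoxia-induced angiogenic factor, and the glycolytic enzymes Pfkl, Pgk1 and Ldha rose 2.17-fold, 2.17-fold, 1.87-fold and 1.78-fold (adjusted p of 0.000275, 0.00063, 0.00142 and 0.00152). Their list had 11 of 15 tested members higher and 0 lower (13 and 1 adjusted over the list alone) with a median of 0.79 (camera adjusted p = 4.98e-05, adjusted p = 0.754 with an estimated correlation). The largest rises among named genes with at least 5 CPM were those of Avil (advillin, an actin regulator, 60.5-fold, adjusted p = 0.00396), Cdsn (corneodesmosin, 28.9-fold, adjusted p = 0.00217), Trib3, Pgm5 (25.6-fold, adjusted p = 0.00122) and Thbs4 (a matrix thrombospondin, 21.2-fold, adjusted p = 0.00451). Igf2, an embryonic growth factor, rose 10.4-fold (adjusted p = 0.000503). Each of these calls held without any 1 library, Hspa5 and the glycolytic genes included.

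Several matrix and macrophage genes were among those lower in Dmp1KO. Lum (lumican, a collagen-binding proteoglycan) fell to 0.0499 of WT (log2 -4.33 ± 1.02 SE, adjusted p = 0.00593), F13a1 (the transglutaminase factor XIII A) to 0.103 (log2 -3.28 ± 0.57 SE, adjusted p = 0.000956), Vsig4 (a complement receptor of macrophages) to 0.0519 (log2 -4.27 ± 0.85 SE, adjusted p = 0.00223) and Nid1 (nidogen of basement membranes) to 0.145 (log2 -2.78 ± 0.54 SE, adjusted p = 0.00178). Fn1 fell from 12400 ± 1880 to 4700 ± 353 CPM (log2 -1.41 ± 0.29 SE, adjusted p = 0.00242), and Col12a1 and Thbs1 to 0.204 and 0.449 of WT (adjusted p of 0.00398 and 0.00452). The fibrillar matrix list had 4 of 21 tested members higher and 8 lower (4 and 11 adjusted over the list alone), with Col1a1 among its higher members, and did not pass (median -0.99, camera adjusted p = 0.0977, 0.0436 without Dmp1KO 2). The chemokine and NF-kB list had 0 of 17 tested members higher and 6 lower (0 and 9 adjusted over the list alone), with a median of -0.98 (camera adjusted p = 0.0183, adjusted p = 0.754 with an estimated correlation), and Tnf, an inflammatory cytokine, fell to 0.478 of WT (adjusted p = 0.018).

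Called members of the stromal, chondrocyte, contractile and macrophage lists were lower, although none of the 11 cell type lists passed camera in this comparison. The stromal progenitor list had 0 of 12 tested members higher and 5 lower (0 and 5 adjusted over the list alone) and a median of -0.95 (camera adjusted p = 0.169), with Thy1, a surface marker of progenitors, at 0.103 of WT (adjusted p = 0.0113) and Pdgfrb, a pericyte and stromal receptor, at 0.578 (adjusted p = 0.0106). The chondrocyte list had 0 of 13 tested members higher and 4 lower (1 and 5 adjusted over the list alone) (median -1.09, camera adjusted p = 0.227), and the smooth muscle and contractile list had 0 of 9 tested members higher and 4 lower (0 and 4 adjusted over the list alone) (median -0.78, camera adjusted p = 0.0637, and 0.0355, 0.0279 and 0.0307 without WT 1, Dmp1KO 2 and Dmp1KO 4). The macrophage list had 0 of 16 tested members higher and 3 lower (0 and 3 adjusted over the list alone) (median -0.24, camera adjusted p = 0.217), with Csf1r, the growth factor receptor of macrophages, at 0.636 of WT (adjusted p = 0.00683). Medians were -0.60 for adipocyte, -1.14 for osteoclast, -0.31 for endothelial, -0.79 for erythroid, -1.22 for lymphocyte, -0.021 for neutrophil and -0.41 for skeletal muscle markers (camera adjusted p of 0.467, 0.113, 0.871, 0.45, 0.352, 0.918 and 0.918), with 2, 1, 0, 1, 0, 0 and 0 members lower and 1 endothelial member, Kdr, higher.

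FGF signalling genes went both ways. Fgfr1, the receptor through which FGF23 acts with Klotho, rose 1.34-fold (log2 0.42 ± 0.086 SE, adjusted p = 0.00235). Fgfrl1, a receptor without a kinase domain, and Kl, which encodes Klotho, fell to 0.477 and 0.355 of WT (adjusted p of 0.00172 and 0.0148). Kl was low in both genotypes, at 0.5195 to 0.9166 CPM in WT and 0.1428 to 0.4335 CPM in Dmp1KO. Among feedback targets of the FGFR and ERK pathway, Myc rose 2.37-fold (log2 1.25 ± 0.14 SE, adjusted p = 3.83e-05) while Etv1, Etv5 and Spred3 fell to 0.498, 0.772 and 0.431 of WT (adjusted p of 0.00441, 0.00559 and 0.00484). Dusp6, the ERK phosphatase, differed by log2 -0.28 ± 0.25 and did not pass. Its 4 Dmp1KO libraries lay below the 4 WT libraries, and the authors' moderated test gave an unadjusted p of 0.0109. The spread in the fit of all 16 libraries includes Dmp1KO/Fgf23cKO, where Dusp6 read 203.8, 220.6, 80.43 and 100.2 CPM. The feedback list had 4 of 19 tested members higher and 3 lower (4 and 3 adjusted over the list alone) (median -0.021, camera adjusted p = 0.918), and the receptor and ligand list had 2 of 11 tested members higher and 2 lower (2 and 3 adjusted over the list alone) (median -0.16, camera adjusted p = 0.607). In all, 5549 genes were called in Dmp1KO against WT, 2952 higher and 2597 lower, of which 531 and 1021 changed at least 2-fold. Of 103 named calls, 66 held whichever library was left out. Camera called 5 of the 28 lists, 0 of them with an estimated correlation, whereas fry called 6. Median, mean and camera direction differed in sign for the phosphate handling, AMPK, single-cell osteoprogenitor and neutrophil lists.

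Fgf23 deletion in cells with intact Dmp1 raised fewer genes than loss of Dmp1, some inflammatory genes among them. Tnfaip3 (A20, an inhibitor of NF-kB) rose 2.25-fold (log2 1.17 ± 0.21 SE, adjusted p = 0.00304), Saa3 (an acute-phase protein) 2.92-fold (log2 1.55 ± 0.28 SE, adjusted p = 0.00325) and the chemokine Ccl4 2.2-fold (log2 1.14 ± 0.26 SE, adjusted p = 0.0108). The neutrophil chemokine Cxcl2 (Entrez 20310, chromosome 5, 90903899 to 90905938) rose 6.16-fold (log2 2.62 ± 0.72 SE, adjusted p = 0.0298), from 0.985 ± 0.279 to 6.08 ± 1.71 CPM (n = 4), a call that ended without WT 1, WT 2, WT 3, WT 4, Fgf23cKO 2, Fgf23cKO 3 or Fgf23cKO 4 (adjusted p up to 0.0834). The chemokine and NF-kB list had 6 of 17 tested members higher and 0 lower (10 and 0 adjusted over the list alone) and a median log2 change of 1.06 (camera adjusted p = 8.44e-05, adjusted p = 0.977 with an estimated correlation, fry adjusted p = 0.0878). Of this list, 6 members were lower in Dmp1KO, and the difference between both mutants was not tested. The largest rise among named genes was that of Hal (histidine ammonia-lyase), 57.4-fold (log2 5.84 ± 1.36 SE, adjusted p = 0.0136). Hal did not follow the Fgf23 deletion in the other genotypes. It read 0.2868, 0.7473, 7.411 and 8.568 CPM in Dmp1KO/Fgf23cKO libraries 1 to 4 and 15.33, 2.845, 0.2285 and 0.124 CPM in Dmp1KO. Wdfy1, an endosomal adaptor, Pdcd5, a protein linked to apoptosis, and Fosb, an early-response transcription factor, rose 4.59-fold, 3.44-fold and 3.01-fold (adjusted p of 0.002, 1.78e-05 and 0.00888). Id2, a BMP target, rose 2-fold (adjusted p = 0.000939) and the FGFR/ERK targets Myc and Fos 1.77-fold and 1.58-fold (adjusted p of 0.00183 and 0.00986), whereas Spry1, an inhibitor of receptor tyrosine kinase signalling, fell to 0.469 of WT (adjusted p = 0.0105). Spry2, an inhibitor of the same family, rose 1.38-fold (adjusted p = 0.0196), a call that ended without WT 3 or WT 4 (adjusted p up to 0.0648). The FGFR/ERK list had 3 of 19 tested members higher and 1 lower (9 and 1 adjusted over the list alone) and did not pass (median 0.28, camera adjusted p = 0.199).

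Angptl7 (an angiopoietin-like secreted protein; Entrez 654812, chromosome 4, 148495181 to 148500462) fell in Fgf23cKO from 28.1 ± 4.96 to 1.17 ± 0.681 CPM (log2 -4.58 ± 0.90 SE, adjusted p = 0.00541). Rspo2, an enhancer of Wnt signalling, Npr3, the natriuretic peptide clearance receptor, and B3gnt2, a glycosyltransferase, fell to 0.209, 0.218 and 0.215 of WT (adjusted p of 0.00212, 0.0151 and 0.000873), and Kitl, the stromal ligand of the KIT receptor, to 0.535 (adjusted p = 0.00419). Cox4i1, Cox6c and Cox5b rose 1.61-fold, 1.93-fold and 1.49-fold (adjusted p of 4.67e-05, 0.00201 and 0.00212), and the oxidative phosphorylation list had 5 of 20 tested members higher and 0 lower (5 and 0 adjusted over the list alone) (median 0.13, camera adjusted p = 8.44e-05, adjusted p = 0.977 with an estimated correlation). The unfolded protein response list had 3 of 19 tested members higher and 0 lower (6 and 0 adjusted over the list alone) (median 0.15, camera adjusted p = 0.0127, adjusted p = 0.977 with an estimated correlation), and its call ended without Fgf23cKO 2 (0.0516) and without Fgf23cKO 3 (0.0832). Bone matrix genes did not pass in the fit of all 16 libraries, whose spread includes that of the divided Dmp1KO/Fgf23cKO libraries. For Bglap and Ibsp, the 4 Fgf23cKO libraries lay above the 4 WT libraries. The authors' moderated test gave unadjusted p of 0.00119 for Bglap and 0.00655 for Ibsp. Bglap differed by log2 1.49 ± 0.55 (adjusted p = 0.0939), Ibsp by 0.77 ± 0.24 (adjusted p = 0.0523), Alpl by 0.34 ± 0.29 and Col1a1 by 0.54 ± 0.38, and the osteoblast list had 0 of 19 tested members higher and 0 lower (0 and 0 adjusted over the list alone) with a median of 0.34 (camera adjusted p = 0.2, 0.0394 without WT 1). The osteocyte list had 1 of 12 tested members higher and 0 lower (1 and 0 adjusted over the list alone) (camera adjusted p = 0.562).

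With edgeR, 1873 genes were called in Fgf23cKO against WT, 1097 higher and 776 lower, and 225 of them changed at least 2-fold. The count was 1235 without WT 3, 978 without WT 4, 1141 without Fgf23cKO 4 and 3477 when WT and Fgf23cKO alone entered the fit. Of 51 named calls, 34 held whichever library was left out. Camera called 3 of 28 lists, 0 with an estimated correlation, and fry called 1. None of the 11 cell type lists passed camera. The adipocyte list had 0 members higher and 2 lower (0 and 3 adjusted over the list alone) (median -0.86, camera adjusted p = 0.199, 0.0282 without WT 2). The stromal and erythroid lists had 1 member lower each, and the macrophage, chondrocyte and contractile lists 1 higher each. Signs of median, mean and camera direction differed for the Wnt, senescence, single-cell osteoprogenitor, macrophage, osteoclast and skeletal muscle lists.

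In Dmp1KO/Fgf23cKO cells, Cox4i1 and Cox6c of the respiratory chain and Dnajb11, Hspa5 and Ddit3 of the unfolded protein response were higher in each library than in any WT library, whereas Bglap and Phex were spread over the 4 libraries. Cox4i1 rose 1.67-fold (log2 0.74 ± 0.064 SE, adjusted p = 2e-05) and Cox6c 2.46-fold (log2 1.30 ± 0.16 SE, adjusted p = 0.000263), and the oxidative phosphorylation list had 8 of 20 tested members higher and 0 lower (11 and 0 adjusted over the list alone) (median 0.24, camera adjusted p = 1.79e-06, adjusted p = 0.918 with an estimated correlation). The chaperone Dnajb11 rose 1.57-fold (adjusted p = 0.00148), Hspa5 1.47-fold (adjusted p = 0.00536) and Ddit3 3.92-fold (adjusted p = 0.00688), with Ddit3 at 8.51, 9.05, 35.7 and 32.3 CPM in libraries 1 to 4. The unfolded protein response list had 10 of 19 tested members higher and 0 lower (16 and 0 adjusted over the list alone) (median 0.39, camera adjusted p = 4.2e-08, adjusted p = 0.78 with an estimated correlation). Vegfa rose 2.13-fold and Igf2 7.18-fold (adjusted p of 0.000921 and 0.0038). Angptl7 fell to 0.0314 of WT (adjusted p = 0.004), Marco, a scavenger receptor of macrophages, to 0.307 (adjusted p = 0.00963), Dcbld2, a membrane receptor, to 0.327 (adjusted p = 0.00131) and Rrm2, the ribonucleotide reductase subunit of dividing cells, to 0.552 (adjusted p = 0.0115).

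Among bone genes, Bglap was called at 4.11-fold (log2 2.04 ± 0.56 SE, adjusted p = 0.0292) and Dlx3 and Ptprz1 at 2.23-fold and 5.2-fold (adjusted p of 0.0483 and 0.0387), each with libraries that overlapped WT. Ptprz1 had 50.8, 47.4, 800 and 510 CPM in the 4 Dmp1KO/Fgf23cKO libraries, and its log2 change was 2.38, or 1.59 without Dmp1KO/Fgf23cKO 3. The call of Bglap ended without WT 2, WT 3, WT 4, Dmp1KO/Fgf23cKO 3 or Dmp1KO/Fgf23cKO 4 (adjusted p up to 0.13), that of Dlx3 without WT 2, WT 3, WT 4, Dmp1KO/Fgf23cKO 3 or Dmp1KO/Fgf23cKO 4 (adjusted p up to 0.181) and that of Ptprz1 without WT 1, WT 2, WT 3, WT 4, Dmp1KO/Fgf23cKO 3 or Dmp1KO/Fgf23cKO 4 (adjusted p up to 0.161). Alpl (log2 0.67 ± 0.29 SE, adjusted p = 0.152), Col1a1 (log2 1.05 ± 0.39 SE, adjusted p = 0.0902), Phex (log2 1.79 ± 0.60 SE, adjusted p = 0.0691) and Sost (log2 3.64 ± 1.46 SE, adjusted p = 0.122) did not pass, and Phex read 57.6, 45.4, 526 and 292 CPM in libraries 1 to 4. Sost read 0.0956, 0.0249, 78.8 and 12.2 CPM there, against 1.17 to 2.93 CPM in WT, so libraries 1 and 2 lay below every WT library. The osteoblast list had 2 of 19 tested members higher and 0 lower (9 and 0 adjusted over the list alone) and a median of 0.67 (camera adjusted p = 0.0358, adjusted p = 0.918 with an estimated correlation, fry adjusted p = 0.399), and its call ended without WT 2 (0.0822), WT 3 (0.143), Dmp1KO/Fgf23cKO 3 (0.456) or Dmp1KO/Fgf23cKO 4 (0.275). The glycolysis list had 2 of 15 tested members higher and 0 lower (3 and 0 adjusted over the list alone) (camera adjusted p = 0.0119, adjusted p = 0.918 with an estimated correlation) and ended without Dmp1KO/Fgf23cKO 3 (0.0631) or Dmp1KO/Fgf23cKO 4 (0.142). The osteocyte list had 1 of 12 tested members higher and 0 lower (4 and 0 adjusted over the list alone) and the FGFR/ERK list 2 of 19 tested members higher and 0 lower (2 and 1 adjusted over the list alone) (camera adjusted p of 0.37 and 0.799). EdgeR called 1864 genes, 1268 higher and 596 lower, and 1149 without WT 2, 947 without WT 4, 3009 without Dmp1KO/Fgf23cKO 2, 1008 without Dmp1KO/Fgf23cKO 3 and 959 without Dmp1KO/Fgf23cKO 4. Leaving out pairs of Dmp1KO/Fgf23cKO libraries, a choice made after they were seen to lie apart, gave 5863 genes without libraries 1 and 2 (2918 higher and 2945 lower, so the excess of higher genes was not stable), 842 without 1 and 3, 887 without 1 and 4, 1058 without 2 and 3, 1220 without 2 and 4 and 662 without 3 and 4. Camera called 4 lists, 0 with an estimated correlation, and fry 2, and signs of median, mean and camera direction differed for 11 lists, none of them called.

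The comparison of Dmp1KO/Fgf23cKO with Dmp1KO asks directly whether Fgf23 deletion changed the Dmp1KO cells, and it called 3 genes. Fgf23 itself fell to 0.0171 of Dmp1KO (log2 -5.87 ± 0.49 SE, adjusted p = 5.17e-05). Rgl1 (a Ral guanine nucleotide exchange factor; Entrez 19731, chromosome 1, 152516762 to 152766308) rose 1.88-fold (log2 0.91 ± 0.13 SE, adjusted p = 0.0177), from 24.4 ± 3.5 to 45.9 ± 9.95 CPM beside 63.8 ± 2.67 CPM in WT, and Sh3bp4 (a regulator of endocytosis; Entrez 98402, chromosome 1, 89070333 to 89155087) fell to 0.681 (log2 -0.55 ± 0.072 SE, adjusted p = 0.00959), from 92.3 ± 8.8 to 62.8 ± 4.9 CPM beside 70.8 ± 1.49 CPM in WT. Bglap (log2 -0.42 ± 0.54 SE, adjusted p = 0.73), Col1a1 (log2 -0.20 ± 0.38 SE, adjusted p = 0.826), Alpl (log2 -0.20 ± 0.29 SE, adjusted p = 0.772) and Phex (log2 0.23 ± 0.58 SE, adjusted p = 0.878) did not differ beyond the spread between libraries. Fgfr1 did not pass either (log2 -0.35 ± 0.086 SE, adjusted p = 0.223), though the 4 Dmp1KO/Fgf23cKO libraries lay below the 4 Dmp1KO libraries and DESeq2 called it. At an unadjusted p under 0.05 edgeR gave 2264 genes, and DESeq2 called 185. The edgeR count was 233 without Dmp1KO 1, 1 without Dmp1KO 2, 1 without Dmp1KO 4 and 10 without Dmp1KO/Fgf23cKO 4, and the call of Rgl1 ended without Dmp1KO 2, Dmp1KO 3, Dmp1KO 4 or Dmp1KO/Fgf23cKO 2 (adjusted p up to 0.135) and that of Sh3bp4 without Dmp1KO 2 or Dmp1KO 4 (adjusted p up to 0.0642). Leaving out Dmp1KO/Fgf23cKO libraries in pairs gave 4229 genes without 3 and 4, 24 without 1 and 2, 1 without 1 and 4 and 1 without 2 and 4.

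Several lists shifted in that comparison although 0 of their members were called by edgeR over all genes. The osteoblast list had a median of -0.30 (camera adjusted p = 0.00388, adjusted p = 0.794 with an estimated correlation, fry adjusted p = 0.494, 0 members adjusted over the list alone), a call that ended without Dmp1KO/Fgf23cKO 1 (0.0833) or Dmp1KO/Fgf23cKO 2 (0.286). Glycolysis genes had a median of -0.40 (camera adjusted p = 0.000206) with 3 lower adjusted over the list alone, and oxidative phosphorylation genes -0.11 (camera adjusted p = 0.00279). Chemokine and NF-kB genes had a median of 0.83 (camera adjusted p = 0.000206) with 9 higher adjusted over the list alone, and Cxcl2 read 4.47, 6, 0.261 and 0.443 CPM in Dmp1KO/Fgf23cKO libraries 1 to 4 beside 0.499 ± 0.115 CPM in Dmp1KO. Osteoclast genes had a median of 1.27 (camera adjusted p = 0.00279, 0.0833 without Dmp1KO/Fgf23cKO 1), smooth muscle genes 0.59 (camera adjusted p = 0.0172, 0.414 without Dmp1KO 1, 0.233 without Dmp1KO/Fgf23cKO 1 and 0.0658 without Dmp1KO/Fgf23cKO 2), and cell cycle genes -0.29 (camera adjusted p = 0.0334, 0.57 without Dmp1KO 3, 0.807 without Dmp1KO 4, 0.241 without Dmp1KO/Fgf23cKO 1 and 0.0732 without Dmp1KO/Fgf23cKO 4). Each of these 7 calls was lost with an estimated correlation (adjusted p = 0.794 for all), and fry called 0 lists. The osteocyte and FGFR/ERK lists did not pass (medians 0.19 and 0.12, camera adjusted p of 0.922 and 0.845), and signs of median, mean and camera direction differed for 6 lists, none of them called.

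**Figure D4:**
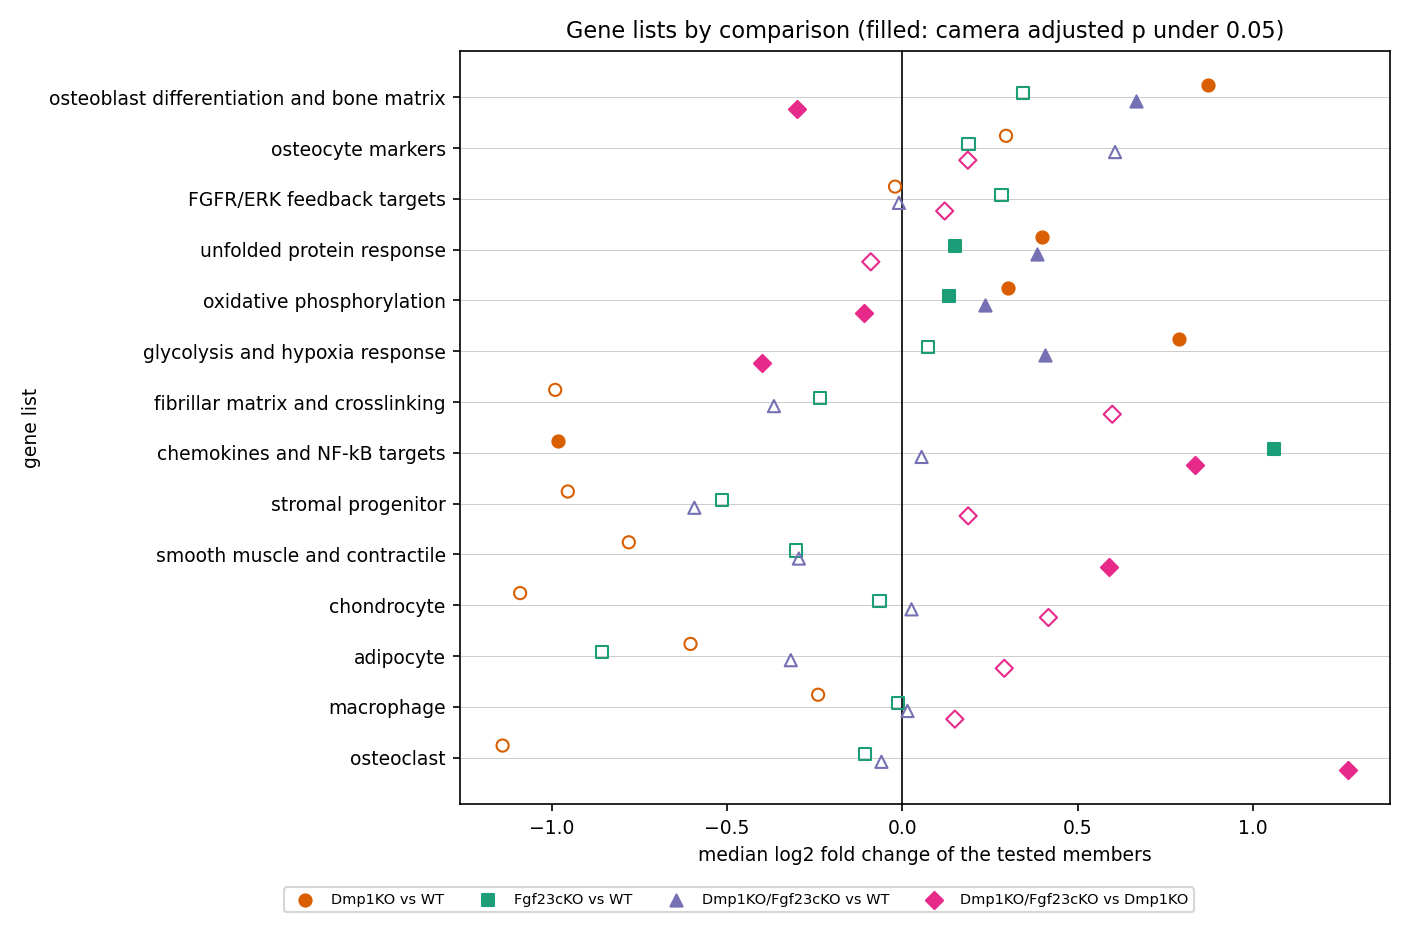
Median log2 fold change of the tested members of 14 gene lists in 4 comparisons, with filled points where camera passed an adjusted p under 0.05. No filled point is kept with an estimated correlation between members.

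The interaction asks whether Fgf23 deletion acted differently in Dmp1KO and in Dmp1-intact cells. Cox4i1, Cox5b and Cyc1 had interactions of log2 -0.79 ± 0.09, -0.71 ± 0.14 and -0.64 ± 0.12 (adjusted p of 0.00131, 0.0085 and 0.00822). Cox4i1 stood at 78.2 ± 3.52 CPM in WT, 126 ± 3.49 in Fgf23cKO, 141 ± 11.6 in Dmp1KO and 131 ± 5.33 in Dmp1KO/Fgf23cKO, so the difference lay between WT and the 3 mutants. Pdcd5 (log2 -1.85 ± 0.20 SE, adjusted p = 0.00131) was likewise lower in WT than in each library of the 3 mutants, as was Myc (log2 -1.41 ± 0.19 SE, adjusted p = 0.00167), at 35.4 ± 1.54, 62.8 ± 4.85, 84 ± 18.1 and 56 ± 8.5 CPM. B3gnt2 had a positive interaction (log2 2.73 ± 0.43 SE, adjusted p = 0.00377), but was higher in WT than in each library of the 3 mutants. It read 20.83 to 23.91 CPM in WT and 2.511 to 8.594 CPM in the mutants. A positive interaction was also found for Ntn4, a netrin of basement membranes (log2 3.02 ± 0.66 SE, adjusted p = 0.015). Col10a1, the collagen of hypertrophic chondrocytes, had one of log2 1.95 ± 0.45 (SE, adjusted p = 0.0189). Fgfr1 had an interaction of -0.46 ± 0.12 (adjusted p = 0.0338), a call that ended without WT 2, WT 3, WT 4, Fgf23cKO 1, Fgf23cKO 3, Fgf23cKO 4, Dmp1KO 2, Dmp1KO 3, Dmp1KO 4 or Dmp1KO/Fgf23cKO 1 (adjusted p up to 0.0773). Bglap (log2 -1.91 ± 0.76 SE, adjusted p = 0.139), Col1a1 (log2 -0.74 ± 0.54 SE, adjusted p = 0.413), Alpl (log2 -0.54 ± 0.41 SE, adjusted p = 0.44), Spp1 (log2 -1.06 ± 0.39 SE, adjusted p = 0.108) and Dmp1 (log2 -1.58 ± 0.50 SE, adjusted p = 0.0692) did not pass. Camera called the osteoblast (median -0.54), unfolded protein response (-0.24), glycolysis (-0.51) and oxidative phosphorylation (-0.25) lists, with camera adjusted p of 0.00497, 0.00407, 0.00426 and 1.59e-06, and adjusted p = 0.808 with an estimated correlation for each. They held 0, 2, 1 and 5 lower members and 0 higher (0, 3, 7 and 8 lower adjusted over the list alone).

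EdgeR called 1252 genes in the interaction, 477 above 0 and 775 below. The count was 785, 772, 779 and 591 without WT 1, 2, 3 and 4, 807 and 606 without Fgf23cKO 3 and 4, 655 and 713 without Dmp1KO 3 and 4, and 729 and 1991 without Dmp1KO/Fgf23cKO 1 and 3. It was 2097 with DESeq2, 453 without Dmp1KO/Fgf23cKO 1 and 4, 532 without 2 and 4 and 4506 without 3 and 4. Of 38 named calls, 15 held whichever library was left out. The FGFR/ERK list (median -0.26) did not pass with all libraries (camera adjusted p = 0.206), and passed without Dmp1KO/Fgf23cKO 1 (0.0258) or 2 (0.0418). The osteocyte list did not pass (median -0.093, camera adjusted p = 0.542), and signs of median, mean and camera direction differed for 6 lists, none of them called.

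The FGF23 and DMP1 patterns group genes called in Dmp1KO by their calls in the other 2 mutants, and a gene not called there is not shown to be unchanged. The FGF23 pattern, called in Dmp1KO alone, held 3527 of the 5549 genes at an adjusted p under 0.05, 1615 higher and 1912 lower, among them Alpl, Sp7, Col1a1 and Fn1. With Holm adjustment at 0.1 it held 186 higher and 38 lower genes, mostly different ones. EdgeR called 1 of the 3527 genes in Dmp1KO/Fgf23cKO against Dmp1KO (6 adjusted over the list alone, 1746 at an unadjusted p under 0.1). The DMP1 pattern held 896 genes, 582 higher and 314 lower (60 and 0 with Holm adjustment, mostly different genes, and 1543 and 1691 without Dmp1KO/Fgf23cKO 1 and 2). Of the 896, 1 gene was different from Dmp1KO (1 adjusted over the list alone, 205 at an unadjusted p under 0.1). Simulated unchanged groups gave a median of 0 genes and at most 1 for either pattern, and independent lists of these sizes would place 4359 genes in the FGF23 and 285.3 in the DMP1 pattern. The FGF23 count was 2282 without Dmp1KO 3 and 1683 without Dmp1KO/Fgf23cKO 1 and 2. The DMP1 count was 530 without WT 2, 462 without WT 4, and 1347, 1718, 283 and 278 without Dmp1KO/Fgf23cKO 1, 2, 3 and 4. It was 264 with only the groups compared in each fit, 48 without both Dmp1KO/Fgf23cKO 3 and 4 and 3234 without both 1 and 2. At an unadjusted p under 0.1 the patterns held 2943 and 2220 genes, with 0 genes different from Dmp1KO by edgeR in either (0 adjusted over the list alone, 1386 and 414 at an unadjusted p under 0.1). Simulated unchanged groups gave medians of 917 (861 to 1009) and 236 (209 to 260) there, independent lists would give 3633 and 1038, and the DMP1 count was 1284 without Dmp1KO/Fgf23cKO 3 and 1414 without Dmp1KO/Fgf23cKO 4.

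Measured on libraries that had not been used to choose the genes, the share of the Dmp1KO change left in Dmp1KO/Fgf23cKO was 0.662, with a range of 0.591 to 0.715 over 36 choices of libraries. By library the share was 0.205, 0.158, 1.2 and 1.09 for Dmp1KO/Fgf23cKO 1 to 4 (SD 0.559, n = 4), so the mean described none of them. It was 1.15 without libraries 1 and 2 and 0.179 without libraries 3 and 4. Fgf23cKO libraries 1 to 4 stood at 0.338, 0.249, 0.28 and 0.389 on the same measure. In the authors' deposited table, the FGF23 set held 4094 genes, of which 676 had a p under 0.1 in Fgf23cKO against WT. Of the 3782 of these genes tested here, 2 differed between Dmp1KO/Fgf23cKO and Dmp1KO over all genes and 5 adjusted over the list alone, the set having been chosen on these libraries. The authors' deposited table held 1547 genes in the DMP1 set, and the pattern rules used here, applied to its p-values under 0.1, gave 3387 and 1683 genes, of which 3337 and 1478 were in the deposited sets.

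A group of 808 genes moved in one direction in all 3 mutants against WT, 601 higher and 207 lower. Among those higher were Cox4i1, Cox5b, Cox6c and Cyc1 of the respiratory chain, Vegfa, Myc, Dnajb11 and Pdcd5. Pdcd5 rose 3.44-fold in Fgf23cKO and 4.56-fold in Dmp1KO/Fgf23cKO (adjusted p of 1.78e-05 and 2.02e-06), at 3.45 ± 0.198 CPM in WT and 16.5 ± 2.35 CPM in Dmp1KO. The zinc finger gene Zfp984 rose 5.61-fold and 7.21-fold (adjusted p of 1.78e-05 and 2.02e-06), and is uncertain because near copies could share its reads. Angptl7 and B3gnt2 were among those lower, with B3gnt2 at 22.6 ± 1.3 CPM in WT against 4.84 ± 2.57, 4.29 ± 0.858 and 6.09 ± 2.07 CPM in Fgf23cKO, Dmp1KO and Dmp1KO/Fgf23cKO. The higher genes had a median transcript length of 854 bases, against 1455 (1218 to 1727) in random lists of as many tested genes. The lower genes had 2397 bases, against 1502 (1144 to 1940). The random lists were matched on expression level, and only genes with a known transcript length entered. Across genes, log2 changes fell with transcript length in Dmp1KO, Fgf23cKO and Dmp1KO/Fgf23cKO against WT (Spearman rho of -0.179, -0.168 and -0.165). Dmp1KO and Dmp1KO/Fgf23cKO shared 1705 calls in one direction, Dmp1KO and Fgf23cKO 1114, and Fgf23cKO and Dmp1KO/Fgf23cKO 865. The 3 overlaps had a median of 0 and were at most 1 in simulated unchanged groups that share WT, 322, 319.8 and 112.8 for independent lists, and 453, 328.5 and 196 with WT split between the comparisons. Fold changes across genes correlated at r = 0.765, 0.513 and 0.602 (0.492, 0.491 and 0.489 simulated, and 0.590, 0.348 and 0.375 with WT split), and their covariance was 0.387, 0.228 and 0.197 against 0.0676, 0.0668 and 0.0673 simulated. Genes are not independent replicates, so these values carry no test.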

Values the study reported

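The study reported 4,094 genes with altered expression in Dmp1KO osteoblasts but in neither of the other mutants, and 1,547 genes altered in both Dmp1KO and compound mutant osteoblasts. It gave 3 mice of each genotype for the bulk RNA sequencing. Its methods state a yield of 80 M to 90 M paired reads for a sample. In Dmp1KO cultures the study found reduced alkaline phosphatase staining and, by alizarin red, reduced mineral. Those stains do not measure RNA, and Alpl RNA was higher in Dmp1KO than in WT here.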

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

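Tests chosen only after the result was seen were those of a mislabelled sample, of a larger share of osteoblasts, of fewer cells of other types, the omission of pairs of Dmp1KO/Fgf23cKO libraries and the removal of length and GC trends.

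The 4 Dmp1KO/Fgf23cKO libraries fell apart on the WT to Dmp1KO scale, at 0.253, 0.215, 1.06 and 0.974. The tables argue against exchange with a Dmp1KO or WT culture, since the lowest Dmp1KO library had 16.3 times the Fgf23 CPM of the Dmp1KO/Fgf23cKO library highest in Fgf23 and the lowest WT library 3.44 times the Dmp1 CPM of the Dmp1KO/Fgf23cKO library highest in Dmp1. The gap between the middle libraries, 0.721, stayed at 0.722 with length and GC trends removed and at 0.718 without the 100 most abundant genes, which argues against a length trend or a few abundant genes. A difference between culture days or sequencing batches, or between animals within the genotype, may account for it and stays open, since no batch is given in the labels. The share of the Dmp1KO change was 0.179 without libraries 3 and 4 and 1.15 without libraries 1 and 2. How far Fgf23 deletion reverses the Dmp1KO changes therefore depends on which libraries represent the genotype.

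Genes changed in one direction in all 3 mutants numbered 808. No random regrouping of the 16 libraries gave as many (1 of 100 with the real one, highest other 0). Such regroupings mix genotypes that differ at many genes, so they test only whether all libraries are interchangeable. They cannot tell whether the shared direction goes beyond an offset of the common WT group. With length and GC trends removed, 847 genes were called in this way, 616 of them shared with the 808, which argues against a length trend as the whole cause but not as part of it, since the higher genes were short (median 854 bases) and the lower genes long (2397). The densest 5 Mb window, on chromosome 19, held 15 genes, all of them higher, above the 99th percentile of 14.01 in random draws. Most of the 808 lie elsewhere. By the breeding that the study describes, Fgf23cKO lacked the Dmp1 knockout and Dmp1KO lacked Cre. A strain region inherited with either would miss 1 single mutant, so it would not give genes changed in all 3. A strain region not linked to these loci was not tested. The study describes littermates, which limits a general strain difference but does not exclude one. A difference in batch or handling between the WT cultures and all mutant cultures could give the same pattern as the mutations and cannot be separated from them here.

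In Dmp1KO, 12 of 19 osteoblast genes were higher (camera adjusted p = 0.000894, adjusted p = 0.754 with an estimated correlation), while 5 of 12 stromal and 4 of 9 contractile genes were lower in lists that did not pass (camera adjusted p of 0.169 and 0.0637). A larger share of osteoblasts as the whole cause is argued against by the spread of the osteoblast list, whose members differed by more than their errors (Cochran Q p = 7.4e-08, n = 19 genes, whose errors are not independent, with log2 changes of -0.33 to 2.46), with Ibsp near 0 while Bglap rose, although members that other cells also express would rise less. Fewer cells of other types stay open, because 7 of the 35 splits of the 8 libraries gave as large a variance between the changes of 7 cell type lists (0.132, highest other 0.227), which ranged from -0.21 for macrophage to -1.29 for osteoclast markers. The osteoblast median was 0.92 with length and GC trends removed and 0.87 without, so such trends did not account for it. A change within osteoblasts, which the Dmp1 genotype could bring, stays untested in these bulk libraries.

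Some single libraries stood apart from the other 3 of their genotype, in 6 of 84 groups of 4 over 21 measures, where chance gives about 1 in 20. Dmp1KO/Fgf23cKO 4 had a total of 61.9 M counts, against 76.6, 77.4 and 79.5 M. Dmp1KO 1 had a scaling factor of 0.993, against 0.9497, 0.9528 and 0.9541, and 1119 CPM of Alpl, against 1485, 1533 and 1553. WT 1 stood at 0.188 on the WT to Dmp1KO scale, against 0.0454, 0.0488 and 0.0589. Fgf23cKO 1 had 7835 CPM of Ibsp, against 9930, 10040 and 10220. Dmp1KO/Fgf23cKO 3 had 78.78 CPM of Sost, the osteocyte Wnt inhibitor, against 0.02491, 0.09561 and 12.2.

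The interaction test of Fgf23 deletion in Dmp1KO against Dmp1-intact cells called 1252 genes, a count of 591 without WT 4 and 1991 without Dmp1KO/Fgf23cKO 3. Another grouping of the libraries gave 1488. The contrast includes WT, so a shift of WT from all 3 mutants enters it too. Cox4i1, Pdcd5 and Myc, lower in WT than in all 3 mutants, and B3gnt2, higher in WT, were among the calls. The count is therefore not that of effects depending on Dmp1 alone. Fgfr1 had a difference of -0.46 on the log2 scale (adjusted p = 0.0338), a call that ended without WT 2, WT 3, WT 4, Fgf23cKO 1, Fgf23cKO 3, Fgf23cKO 4, Dmp1KO 2, Dmp1KO 3, Dmp1KO 4 or Dmp1KO/Fgf23cKO 1 (adjusted p up to 0.0773), and the osteoblast list a median difference of -0.54 (camera adjusted p = 0.00497, adjusted p = 0.808 with an estimated correlation).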

How the results depend on the processing

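The omission of pairs of Dmp1KO/Fgf23cKO libraries and the removal of length and GC trends were chosen after seeing the data. No paired analysis was possible because replicate numbers only follow the listing order. Under the alternatives counted next, no called named gene changed sign and no list was called in opposite directions. Changes of sign without a call were not counted as reversals. Sost in Dmp1KO/Fgf23cKO against WT, not called and higher here, stood at log2 -0.48 in the authors' deposited fold changes. Among named genes, DESeq2 kept 285 of 295 results on their side of the threshold, its size factors 295 of 295, limma on the authors' log2 values 250 of 295, the length and GC removal 281 of 295, fits with the compared groups alone 217 of 243, and omission of 1 library 2157 of 2768 (596 lost, 15 gained). Of 140 list tests, the counts kept were 140 with DESeq2 size factors, 137 without the count filter (3 gained) and 138 with trends removed (2 lost). They were 117 with an estimated correlation (23 lost) and 123 with fry (15 lost, 2 gained). Depth of 61.9 to 79.5 M counts limits genes as low as Fgf23 in its deleted lines, at 1 to 8 counts a library.

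With Holm adjustment at 0.1 the counts were 333, 95, 108 and 35 for Dmp1KO, Fgf23cKO and Dmp1KO/Fgf23cKO against WT and the interaction, with a stricter adjustment as the cause, and 291, 67, 103 and 6 of them were higher. The FGF23 and DMP1 patterns then held 224 (186 higher, 38 lower) and 60 (all higher) genes, of which 5 and 1 were shared with the patterns of 3527 and 896. They were mostly different genes, which follows from the rules. All 333 Holm genes of Dmp1KO and all 108 of Dmp1KO/Fgf23cKO were also called at an adjusted p under 0.05. The unshared pattern genes were therefore called at that threshold in a mutant where the pattern allows no call. With only the compared groups fitted the counts were 3477 for Fgf23cKO, 1201 for Dmp1KO/Fgf23cKO and 264 for the DMP1 pattern, and DESeq2 gave 185 for Dmp1KO/Fgf23cKO against Dmp1KO and 2097 for the interaction; the cause was not tested. Omission of 1 library gave 4076 to 5765 genes for Dmp1KO against WT, 978 to 1635 for Fgf23cKO, 947 to 3009 for Dmp1KO/Fgf23cKO, 1 to 233 for Dmp1KO/Fgf23cKO against Dmp1KO, 591 to 1991 for the interaction, 2282 to 4459 for the FGF23 pattern, 278 to 1718 for the DMP1 pattern and, at an unadjusted p under 0.1, 2209 to 3851 and 1284 to 2949, with a share left of 0.479 to 0.833. The cause was not tested.

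Omission of Dmp1KO/Fgf23cKO pairs 1 and 2, 1 and 3, 1 and 4, 2 and 3, 2 and 4, and 3 and 4 gave 5863, 842, 887, 1058, 1220 and 662 genes against WT, and 3234, 273, 314, 394, 512 and 48 in the DMP1 pattern. Against Dmp1KO it gave 24 (1 and 2), 1 (1 and 4), 1 (2 and 4) and 4229 (3 and 4), and for the interaction 453 (1 and 4), 532 (2 and 4) and 4506 (3 and 4). The genes without 1 and 2 were 2918 higher and 2945 lower against WT and 1543 and 1691 in the DMP1 pattern, so the excess of higher genes did not hold there. Without 1 and 2 the FGF23 pattern held 1683 genes, and 1413 at an unadjusted p under 0.1, where the DMP1 pattern held 3516 without 1 and 2 and 531 without 3 and 4. The cause was not tested.

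For the osteoblast list, adjusted p with an estimated correlation was 0.754 in Dmp1KO, 0.918 in Dmp1KO/Fgf23cKO, 0.794 in Dmp1KO/Fgf23cKO against Dmp1KO and 0.808 in the interaction, and with fry 0.399, 0.494 and 0.293 in the last 3. Omission of 1 library gave 0.0394 to 0.451 in Fgf23cKO, 0.000117 to 0.456 in Dmp1KO/Fgf23cKO and 1.29e-05 to 0.286 in Dmp1KO/Fgf23cKO against Dmp1KO. For the FGFR/ERK list in the interaction it gave 0.0258 to 0.524. The cause was not tested.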

Other observations

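The counts of random groupings were planned before the result was seen, and no test reported in this part was chosen afterwards.

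Genes of phosphate handling moved apart in Dmp1KO. Nt5e, an ectonucleotidase, and Galnt3, the glycosyltransferase that protects FGF23 from cleavage, rose 2.19-fold and 2.14-fold (adjusted p of 0.0117 and 0.0173), with Phospho1 and Alpl, the call of Galnt3 ending without WT 2 (adjusted p up to 0.05). The phosphate transporter Slc20a2 fell to 0.541 of WT (adjusted p = 0.0209), a call that ended without WT 2, Dmp1KO 1 or Dmp1KO 3 (adjusted p up to 0.0568). The list had 4 of 13 tested members higher and 1 lower (4 and 1 adjusted over the list alone), median -0.068 (camera adjusted p = 0.918). Among Wnt genes, the transcription factor Tcf7 and the Wnt deacylase Notum rose 2.51-fold and 3.73-fold (adjusted p of 0.00286 and 0.00399) and the antagonist-like Dkk3 fell to 0.597 (adjusted p = 0.0144), with 3 of 14 tested members higher and 3 lower (3 and 3 adjusted over the list alone), median 0.0028 (camera adjusted p = 0.962). The BMP list had 2 of 12 tested members higher and 0 lower (0 and 0 adjusted over the list alone), median 0.31 (camera adjusted p = 0.433).

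The cell cycle inhibitors Cdkn2b and Cdkn2a fell to 0.559 and 0.568 of WT in Dmp1KO (adjusted p of 0.00255 and 0.0137), whereas Gdf15, a stress cytokine, rose 1.7-fold (adjusted p = 0.00633). The senescence list had 1 of 14 tested members higher and 3 lower (1 and 3 adjusted over the list alone), median -0.044 (camera adjusted p = 0.607), and the cell cycle list 1 of 19 tested members higher and 0 lower (0 and 0 adjusted over the list alone), median 0.26 (camera adjusted p = 0.551), which passed without Dmp1KO 1 (0.0354). Prkab2, a regulatory subunit of the energy sensor AMPK, fell to 0.576 of WT in Dmp1KO and 0.63 in Fgf23cKO (adjusted p of 0.00242 and 0.0164). It stood at 0.626 in Dmp1KO/Fgf23cKO (adjusted p = 0.0157), a call that ended without Dmp1KO/Fgf23cKO 3 or Dmp1KO/Fgf23cKO 4 (adjusted p up to 0.058). The AMPK list had 2 of 15 tested members higher and 3 lower (2 and 3 adjusted over the list alone), median -0.083 (camera adjusted p = 0.45) in Dmp1KO. The interferon list had 3 of 13 tested members higher and 0 lower (2 and 0 adjusted over the list alone), median 0.92 (camera adjusted p = 0.0977), and passed without WT 1 (0.0355) or Dmp1KO 1 (0.000676). Of 7 genes that the study had named in its single-cell osteoprogenitors, Bglap was higher and Ahnak and Pam lower in Dmp1KO. The call of Pam ended without any 1 of the 8 libraries (adjusted p of 0.0552 to 0.0832) and that of Ahnak without WT 1, WT 2, WT 3, WT 4, Dmp1KO 2, Dmp1KO 3 or Dmp1KO 4 (adjusted p up to 0.114). The list had 1 of 7 tested members higher and 2 lower (2 and 3 adjusted over the list alone), median -0.27 (camera adjusted p = 0.566), and its genes are not independent evidence where the same cultures were used.

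Other groupings of the libraries show how often as many genes were called without the real grouping. In fits with only the groups compared, the real split gave 6710 genes for Dmp1KO against WT, 3477 for Fgf23cKO and 1201 for Dmp1KO/Fgf23cKO. The highest of the other splits gave 0, 2 and 1. Each was 1 of 35 with as many, a share of 0.0286, the smallest that 35 splits can give. Libraries may share an animal, so these splits do not exclude chance differences between animals. The other splits also mix both genotypes on each side, so the genotype difference adds to the spread there. They test only whether the 8 libraries are interchangeable, and do not show how many genes chance alone would call. For Dmp1KO/Fgf23cKO against Dmp1KO the real split did not stand out, with 2 genes in it, 2 in the highest other and 2 of 35 as large. For the interaction, 2 of 100 groupings gave as many genes as the real 1252, the highest other giving 1488. For the FGF23 and DMP1 patterns 1 of 100 gave as many as 3527 and 896, with 1344 and 0 as the highest others. The groupings for these patterns dealt all 16 libraries at random and so mixed the genotypes. They test only whether all libraries are interchangeable. At an unadjusted p under 0.1, 5 of 100 gave as many as the 2943 genes of the FGF23 pattern, so chance is not excluded there, and 2 of 100 as many as the 2220 of the DMP1 pattern. The highest of the other groupings gave 6280 and 3554 genes.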
